A study of Mus musculus with 28 samples.

How the data were processed

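RNA was sequenced from 28 libraries of mouse bone marrow derived macrophages, which are macrophages grown from bone marrow cells. The 7 groups of 4 libraries were macrophages without polarization (M0), and for each of IFN-γ and IL-10 (50 ng/mL, 48 h) macrophages that had taken up apoptotic regulatory T cells (Treg-phagocytic), macrophages that had taken up apoptotic conventional CD4 T cells (Tconv-phagocytic) and macrophages that had taken up neither (non-phagocytic). Per the labels, the T cells were killed with ATP or NAD, stained with a fluorescent antibody against CD4, and the macrophages were sorted after the co-culture. The M0 labels give no uptake status and name no T cells, so a comparison with M0 mixes the cytokine with co-culture and sorting. The dye of the antibody (BV421 or Ax647) is stated in the titles and in the library names of the 16 phagocytic libraries, and these readings disagree for all 8 Treg-phagocytic libraries. Phagocytic libraries are named here by the dye and number of their titles.

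Per the labels' protocols, the authors extracted RNA with RNAiso PLUS, took poly(A) RNA and made strand-specific libraries with a NEBNext Ultra II Directional kit. Per the file headers, the deposited values are TPM (each library's transcript shares scaled to a fixed total) for Ensembl gene IDs, written with 2 decimals. No label or header states the aligner, the quantifier, the genome build or the annotation, so no coordinates are given. Of the gene IDs in each library, 55141 were matched to a symbol and 346 were not. No library was left out. Of 378 pairs of libraries, 0 had identical values.

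The files hold no read counts. The depth of each library was therefore read from the values of 14568 genes with 1 annotated transcript of 500 to 2000 nt (GENCODE vM21). There, TPM multiplied by length less an offset falls on multiples of the value of 1 read. The offset (200 to 240 nt) was chosen for each library to give the most whole numbers. The value of 1 read was set at the most frequent value. Between 88.7% and 91.9% of values up to about 4 reads lay within 0.15 reads of a whole number. Evenly spread values would give 30% before these choices, which raise the share. These are relative depths, and no total count is known.

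The design fixed before the data were examined assumed read counts. Because the files hold TPM, the tests were run with limma 3.58.1 (R 4.3.3) on log2(TPM divided by a scaling factor, plus 1), with lmFit and eBayes with a mean-variance trend. One model held all 28 libraries and 7 groups with no other term. The scaling factor was an unweighted trimmed mean of log2 ratios, with 30% trimmed from each end of the ratios and 5% of the mean levels. Genes with at least 1 TPM in at least 4 libraries were tested, which left 13631 genes. The pseudocount, the filter and the form of the scaling were chosen after the unit of the files was seen and before any result for a gene. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg). The 9 comparisons of groups and 3 differences of differences between IFN-γ and IL-10 were contrasts of this model. The dye was tested among the 16 phagocytic libraries with both readings and the 4 groups in 1 model.

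The spread between replicates differed between the groups: array weights (limma) were 0.335 to 0.46 for the IFN-γ groups and 1.629 to 2.188 for the IL-10 and M0 groups. One variance for all groups is then too small for IFN-γ and too large for IL-10. In simulated data with the real spread per group and 200 of 12954 genes changed by 1 on the log2 scale, this model recovered 182 of them for IFN-γ Treg- against Tconv-phagocytic libraries and called 320 unchanged genes. A fit of only the groups compared recovered 127 and called 16 unchanged genes. A variance weight per group recovered 150 and called 34. For IL-10 Treg- against Tconv-phagocytic libraries, the model of all libraries recovered 178 and called 3 unchanged genes, and the fit of only the groups compared recovered 188 and called 15. Variance weights recovered 196 and called 42, the most unchanged genes of the 3 fits there. The counts of both other fits are therefore printed beside those of the main model. The simulations also returned the scaling factors to within 0.007 on the log2 scale.

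The genes named were fixed by a rule written in advance. For each comparison they were the 3 called genes with the largest rise and the 3 with the largest fall, with all 4 libraries of one group above all 4 of the other, a mean of at least 5 TPM (the rule was written for CPM) in the higher group and no predicted-gene name of the Gm or Rik kind. Some genes that the rule picked are not reported here, and none was replaced by the next in order. The condition on separate groups was not applied to differences of differences. A further 24 genes were fixed in advance, of which 21 passed the filter and Nos2, Il12b and Cd163 did not. Fold changes were not printed where all libraries of a group were at 0 TPM.

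The 14 gene lists, also written in advance, were T cell, Treg, IFN-γ response, type I interferon, alternative activation and IL-10, inflammatory cytokines, efferocytosis and lipid efflux, lysosome, cholesterol synthesis, cell cycle, macrophage, dendritic cell, neutrophil and B cell. They were tested with camera (limma, preset correlation of 0.01) on the log2 values, with fry and with an estimated correlation beside it, adjusted over 168 tests (Benjamini-Hochberg). Of these, 74 were called by camera, of which 70 were also called by fry and 28 with the estimated correlation. Lists of RNAs without poly(A) tails (18 genes) and of stromal markers (46 genes) were written later.

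The alternatives were median-of-ratios scaling, no scaling, other filters, pseudocounts of 0.1 and 5, only the groups compared, a variance weight per group, a correction for GC content and transcript length (known for 99.9% of genes tested), blocks by replicate number, the dye as covariate, libraries of 1 dye, a minimum log2 fold change of 1 and leaving out each library in turn. Principal components used the 2000 most variable genes. Tables and plots were made with the data.table package (version 1.17.8), Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.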

Results

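The values collected were TPM of genes in 28 libraries of mouse macrophages, in 7 groups of 4. The question named by the series is how uptake of apoptotic Treg or Tconv cells changes the transcripts of macrophages under different polarization.

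Relative depth was 11.3% to 24.4% of that of the deepest library in the 12 IFN-γ libraries, 49.0% to 89.9% in the 12 IL-10 libraries and 68.9% to 100% in the 4 M0 libraries, an 8.9-fold range. Between 14148 and 18457 genes had a value above 0. The mean number was 14740 ± 427 (SD, n = 4) in IFN-γ Treg-phagocytic libraries and 18330 ± 130 (SD, n = 4) in IL-10 Tconv-phagocytic libraries. A gene seen by few reads is therefore less precise, and less often detected, under IFN-γ. Pearson correlations of log2 values between libraries of a group were 0.951 to 0.965 in the IFN-γ groups and 0.986 to 0.993 in the others. The first principal component (48.2% of variance) separated the IFN-γ libraries from the rest, and the second (6.9%) separated the IFN-γ Treg-phagocytic libraries from the other IFN-γ libraries.

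**Figure D1:**
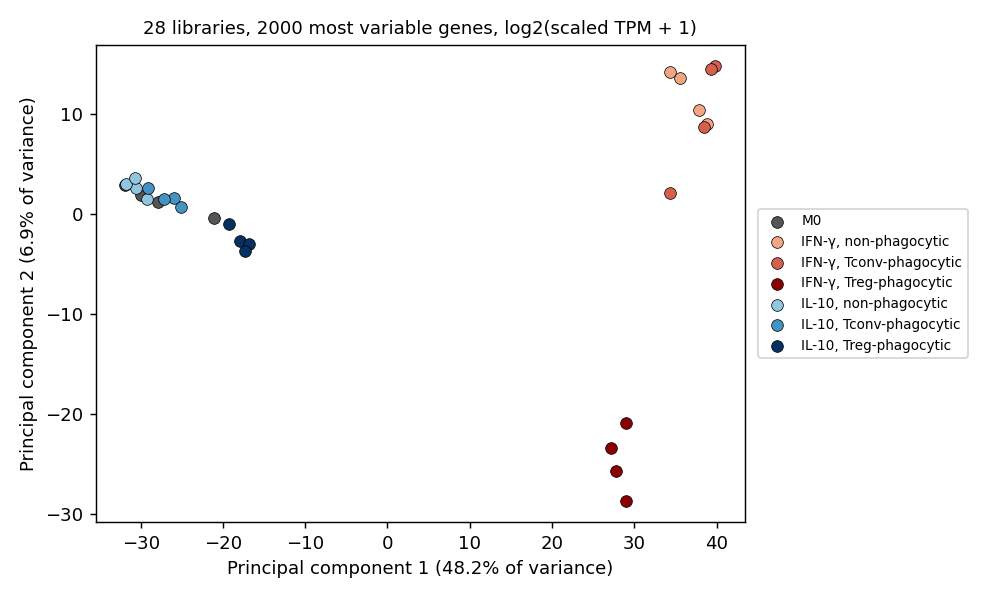
Scores of the 28 libraries on the first and second principal components (48.2% and 6.9% of variance; log2 scaled TPM), coloured by group, 1 point per library. The 12 IFN-γ libraries lie to the right, and the 4 IFN-γ Treg-phagocytic libraries lie apart from the other 8.

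The log2 scaling factors of non-phagocytic IFN-γ libraries differed from those of IL-10 by -0.287 and of M0 by -0.272 (-0.309 and -0.295 with median-of-ratios scaling). Those of IFN-γ Treg- and Tconv-phagocytic libraries differed by -0.071 (-0.126 with median-of-ratios scaling). Values were divided by the factors, so scaling raised these fold changes: the median over genes of IFN-γ against IL-10 was -0.257 without scaling and -0.019 with it, and that of IFN-γ Treg against Tconv -0.058 and -0.001. All changes below are relative to these shifts. Leaving scaling out moves every gene of a library alike, so the shares of higher genes without scaling given below move by construction.

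IFN-γ Treg-phagocytic libraries were compared with Tconv-phagocytic ones, which asks whether the kind of T cell taken up matters. Of 13631 genes, 4085 were called (limma, Benjamini-Hochberg), 1640 higher and 2445 lower. The setting that moved this count most was an absolute log2 fold change of at least 1, with 591 genes (77 higher, 514 lower). The fit of only the groups compared gave 1574 (443 higher, 1131 lower), of which 1564 were also in the larger set. A variance weight per group gave 1990 genes (569 higher, 1421 lower). The direction depended on scaling and on the GC and length correction: 40.1% of called genes were higher, against 51.2% with median-of-ratios scaling, 26.2% without scaling and 55.3% with the correction (2389 higher, 1931 lower). Groups did not overlap for 18.1% of genes, against 2.9% by chance.

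Among the largest falls by the rule were Hist1h2bg (ENSMUSG00000058385) and AC119228.1 (ENSMUSG00000117964). Hist1h2bg was at 2.79 ± 1.46 TPM (SD, n = 4) in Treg-phagocytic and 36.6 ± 9.04 TPM (SD, n = 4) in Tconv-phagocytic libraries, a log2 fold change of -3.33 (SE 0.247, limma adjusted p 1.75e-10). AC119228.1 changed by -2.80 (SE 0.134, limma adjusted p 6.57e-14). Histone genes, and the pseudogenes named below, share reads with near copies, and how the authors' quantification split such reads is not stated, so their levels are uncertain. The largest rises were in Cerkl (ENSMUSG00000075256, log2 1.45, SE 0.382), Rtkn (ENSMUSG00000034930, log2 1.42, SE 0.261) and Asb1 (ENSMUSG00000026311, log2 1.30, SE 0.331), with limma adjusted p of 0.00514, 0.000164 and 0.00371. Cerkl lost its call with only the groups compared, with variance weights and with BV421 libraries alone (adjusted p 0.00138 to 0.486 over all its alternatives), and Asb1 with Ax647 libraries alone (0.000925 to 0.274).

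From the 21 genes chosen in advance, 9 were called (9 adjusted over the list alone), 4 higher and 5 lower. Ciita fell from 9.63 ± 1.08 to 3.26 ± 1.24 TPM (SD, n = 4; log2 -1.32, SE 0.173, limma adjusted p 1.64e-06). H2-Ab1 changed by -0.55, Cd274 by -0.50 and Mertk by -0.59 on the log2 scale (limma adjusted p 9.85e-07, 1.06e-08 and 1.43e-06), each with 4 of 4 libraries below all Tconv-phagocytic ones. Cd36 was higher by 0.39 (limma adjusted p 5.53e-05) in 4 of 4 libraries. Foxp3, the defining gene of Treg cells, did not differ (log2 -0.08, SE 0.206, limma adjusted p 0.828). The IFN-γ response list had a median log2 fold change of -0.51, with 19 of 28 genes called lower and 0 higher (camera adjusted p 5.95e-10). The lysosome list (median 0.17, camera adjusted p 6.13e-07) and the macrophage list (median 0.20, camera adjusted p 0.000123) were higher, but neither was called with an estimated correlation (adjusted p 0.0602 and 0.182). The T cell list (median 0.16, camera adjusted p 0.0475) was not called by fry (adjusted p 0.262), with an estimated correlation (0.705), with median-of-ratios scaling (0.0652) or with a filter of 5 TPM (0.125), and the Treg list was not called (median 0.02, camera adjusted p 0.562).

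**Figure D2:**
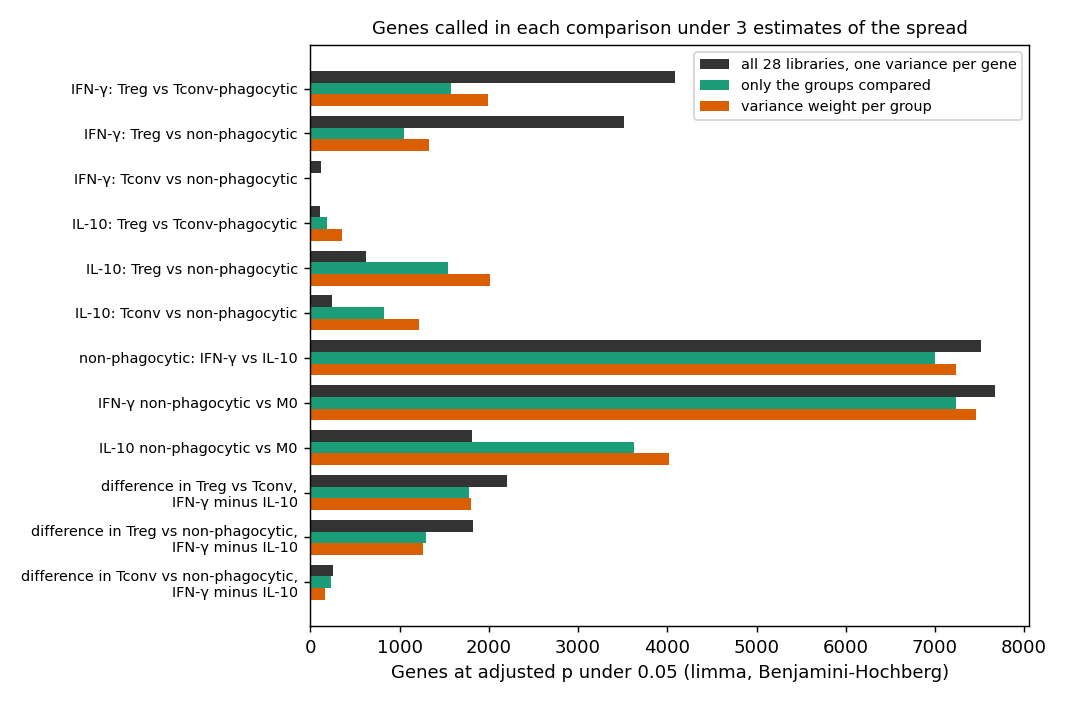
Number of genes called in each comparison (limma, Benjamini-Hochberg adjusted p under 0.05) with 1 variance for all 28 libraries, with only the groups compared and with a variance weight per group. For IFN-γ Treg- against Tconv-phagocytic libraries the counts are 4085, 1574 and 1990, and for IL-10 Treg-phagocytic against non-phagocytic libraries they are 620, 1544 and 2008.

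Against non-phagocytic libraries, which gives the change with uptake, IFN-γ Treg-phagocytic libraries had 3512 called genes, 1300 higher and 2212 lower (limma). Only the groups compared gave 1053 (212 higher, 841 lower), and variance weights gave 1335. The share of higher genes was 37.0%, against 51.3% with median-of-ratios scaling and 52.9% with the GC and length correction (1970 higher, 1757 lower). The largest falls were in Hist1h2bg (log2 -3.53), AC119228.1 (log2 -2.79) and AC124578.1 (ENSMUSG00000117751, log2 -2.58), with limma adjusted p of 9.61e-11, 1.73e-13 and 0.0112. The largest rises were in Trav3-3 (ENSMUSG00000094828, log2 2.44), Hba-a2 (ENSMUSG00000069917, log2 1.59) and Tnfrsf9 (ENSMUSG00000028965, log2 1.35), with limma adjusted p of 2.86e-05, 0.00716 and 0.000363. AC124578.1 lost its call with only the groups compared and with variance weights (adjusted p 0.000946 to 0.116 over all its alternatives), Hba-a2 with variance weights and a pseudocount of 0.1 (0.000622 to 0.237) and Tnfrsf9 with variance weights (4.15e-05 to 0.061). The genes chosen in advance had 9 calls (9 adjusted over the list alone). Ciita was lower (log2 -1.03, limma adjusted p 7.12e-05, range over alternatives 2.86e-06 to 0.073, not called with only the groups compared), and Foxp3 did not differ (log2 -0.20, adjusted p 0.528). The IFN-γ response list was lower (median -0.49, 19 of 28 genes called lower, camera adjusted p 6.86e-12). The T cell list was higher by camera (median 0.26, adjusted p 0.000861) and not by fry (0.0773) or with an estimated correlation (0.455).

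IFN-γ Tconv-phagocytic against non-phagocytic libraries had 122 called genes, 48 higher and 74 lower (limma). This count did not hold, since 1 gene was called with only the groups compared and 0 with variance weights (limma). In the model of all libraries, 2150 genes had an unadjusted p under 0.05. Leaving out the Tconv library BV421-1 gave 318 genes and leaving out BV421-2 gave 67. Of called genes 39.3% were higher, 41.4% with median-of-ratios scaling and 71.3% without scaling. By the rule, Rps13-ps4 (log2 2.16), Ramp3 (log2 1.56) and Rassf7 (log2 1.00) were higher and Rpl31-ps9 (log2 -2.53), Sparc (log2 -1.46) and Ptk2 (log2 -1.13) were lower, with limma adjusted p of 0.00763 to 0.0446. All 6 lost their call with only the groups compared and with variance weights, with adjusted p of up to 0.654. Rps13-ps4 also lost it without any 1 of 5 libraries (non-phagocytic 1, 3 or 4, BV421-2 or Ax647-1; adjusted p 0.0737 to 0.103) and Rpl31-ps9 without BV421-2 or Ax647-1 (0.0593 to 0.0677). A pseudocount of 0.1 took the call from Rps13-ps4 (0.0604), Ramp3 (0.0714) and Rpl31-ps9 (0.0589), and no filter on low values (0.0775) and a block by file number (0.0554) took it from Rps13-ps4. No gene chosen in advance was called (0 adjusted over the list alone). The lysosome list was lower by camera (median -0.04, adjusted p 0.0033), but not without scaling (0.352) or with an estimated correlation (0.255).

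IL-10 Treg-phagocytic against Tconv-phagocytic libraries had 107 called genes, 29 higher and 78 lower (limma). Only the groups compared gave 188 and variance weights gave 360, which included all 107. With an absolute log2 fold change of at least 1, 52 genes were called, 7 higher and 45 lower. The genes highest by the rule were 3 immunoglobulin variable segments, members of a family whose reads may be shared. Igkv16-104 (ENSMUSG00000076522) was at 5.72 ± 0.80 TPM and Ighv7-1 (ENSMUSG00000076665) at 5.45 ± 2.08 TPM (SD, n = 4) in Treg-phagocytic libraries, and both were listed at 0 in all 4 Tconv-phagocytic libraries. Igkv15-103 (ENSMUSG00000076523) was at 7.85 ± 3.09 TPM and was listed at 0 in 3 of 4 Tconv-phagocytic libraries (log2 2.78, SE 0.217, limma adjusted p 4.03e-09). Among the largest falls were Acta2 (ENSMUSG00000035783, log2 -2.33) and Col1a1 (ENSMUSG00000001506, log2 -2.30), with limma adjusted p of 8.56e-07 and 6.86e-13. Acta2 lost its call with a pseudocount of 0.1 (adjusted p 6.33e-13 to 0.112 over all its alternatives). Col1a1 was at 6.09 ± 0.627 TPM against 34.0 ± 0.816 TPM (SD, n = 4).

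Among the genes chosen in advance, 1 was called (2 adjusted over the list alone): Il4ra was lower (log2 -0.23, limma adjusted p 0.0326) in 4 of 4 libraries. It lost the call after the GC and length correction (0.264, and 0.437 with a block), with a replicate block by library names (0.0941), with the dye in the library names as covariate (0.0538) and with a pseudocount of 0.1 (0.0522). The call was also lost with BV421 (0.22) or Ax647 (1) libraries alone and without any 1 of 7 of the 8 libraries (0.0565 to 0.176), and kept without Tconv Ax647-1 (5.58e-05 to 1 over all its alternatives). Foxp3 was at 5.4 ± 0.906 against 3.23 ± 0.378 TPM (SD, n = 4; log2 0.58, limma adjusted p 0.469). It was not called, although 4 of 4 libraries (4.21 to 6.34 TPM) lay above all Tconv-phagocytic ones (2.86 to 3.66 TPM). The T cell list (median 0.50, camera adjusted p 1.05e-19), the Treg list (median 0.47, 5.38e-07), the type I interferon list (median 0.22, 7.13e-06) and the B cell list (median 0.19, 0.00326) were higher, with 1, 0, 0 and 1 genes called. With an estimated correlation the T cell list was only just called (camera adjusted p 0.0486, and 0.0161 by fry). The Treg list was not called with an estimated correlation (adjusted p 0.0549). The alternative activation and IL-10 list was lower (median -0.14, camera adjusted p 0.000377). The macrophage (median -0.06, camera adjusted p 8.37e-05) and neutrophil (median -0.29, 0.0483) lists were lower and the lysosome (median 0.03, 0.00149) and efferocytosis and lipid efflux (median 0.04, 0.00533) lists higher. None of these 4 was called with an estimated correlation (adjusted p 0.175, 0.103, 0.212 and 0.0784), nor the neutrophil list with median-of-ratios scaling (0.0502) or a filter of 5 TPM (0.0562). The IFN-γ response list (median 0.05, camera adjusted p 0.354) and the cholesterol synthesis list (median 0.01, test direction lower, adjusted p 0.905) were not called. Over all comparisons, median, mean and test direction differed in sign in 20 of 168 list tests, of which 0 were called by camera.

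IL-10 Treg-phagocytic against non-phagocytic libraries had 620 called genes, 476 higher and 144 lower (limma). Only the groups compared gave 1544 (929 higher, 615 lower) and variance weights gave 2008. Of called genes 76.8% were higher, 77.1% with median-of-ratios scaling (487 higher, 145 lower), 75.8% with the GC and length correction and 41.5% without scaling. Vcam1 (ENSMUSG00000027962) rose from 0.898 ± 0.142 to 17.4 ± 1.09 TPM (SD, n = 4; log2 3.28, SE 0.201, limma adjusted p 1.25e-10). Igkv15-103 and Ighv7-1 were listed at 0 in all 4 non-phagocytic libraries. Igfbp7 (log2 -1.44), Col6a1 (log2 -1.40) and Col1a1 (log2 -1.38) were lowest, with limma adjusted p of 0.0202, 1.03e-05 and 8.1e-09. Igfbp7 lost its call with a pseudocount of 0.1 (0.382) and without non-phagocytic library 3, Ax647-1 or BV421-1 (0.0511 to 0.0539). The genes chosen in advance had 7 calls (9 adjusted over the list alone). Trac (log2 1.40), Mertk (log2 0.48) and H2-Ab1 (log2 0.37) were higher, with limma adjusted p of 0.000529, 0.000216 and 0.00132. Foxp3 was higher (log2 0.71, limma adjusted p 0.0444) with 3 of 4 libraries above the non-phagocytic ones, a call lost without scaling (adjusted p 0.0725), with only the groups compared (0.0813), with no filter on low values (0.0946), with a pseudocount of 5 (0.123) and without any 1 of 6 of the 8 libraries (0.055 to 0.219; 0.00604 to 0.219 over all its alternatives), and kept without non-phagocytic library 3 or Ax647-1. The T cell list was higher (median 0.94, 22 of 25 genes called, camera adjusted p 1.14e-33). The IFN-γ response (median 0.18, 3.43e-10), lysosome (median 0.13, 2.1e-09) and inflammatory cytokine (median 0.09, 0.0341, and 0.182 with an estimated correlation) lists were higher and the neutrophil list was lower (median -0.44, 0.00789) by camera adjusted p.

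IL-10 Tconv-phagocytic against non-phagocytic libraries had 241 called genes, 204 higher and 37 lower (limma). Only the groups compared gave 830 and variance weights gave 1222, and 84.6% of called genes were higher, 84.5% with median-of-ratios scaling and 44.3% without scaling. Vcam1 (log2 2.68), Axl (log2 1.20) and Epb41l3 (log2 1.07) were highest, and Mmp12 (log2 -1.55), Qpct (log2 -0.80) and Cdkn1c (log2 -0.65) were lowest, with limma adjusted p of 3.73e-09, 1.09e-07, 0.0155, 4.38e-12, 0.000103 and 0.0411. Cdkn1c lost its call without any 1 of 6 of the 8 libraries (0.083 to 0.2), with no filter on low values (0.0831) and with a pseudocount of 5 (0.0796), and kept it without non-phagocytic library 2 or Ax647-1 (0.000476 to 0.2 over all). Epb41l3 lost it with a pseudocount of 0.1 (0.121) and without non-phagocytic library 3 or Ax647-1 (0.0554 to 0.0745). The genes chosen in advance had 4 calls (5 adjusted over the list alone). H2-Ab1 (log2 0.55, limma adjusted p 1.9e-05), Mertk (log2 0.31, 0.0324) and Cd4 (log2 0.92, 0.0447) were higher. The calls of Mertk and Cd4 were lost without scaling (adjusted p 0.242 and 0.0859) and with a block by file number (0.0616 and 0.0989). Over all alternatives they ran from 2.42e-05 to 0.242 and from 0.00048 to 0.16. Cd4 also lost its call with no filter on low values (0.0834), with a pseudocount of 5 (0.16), after the GC and length correction (0.0643) and without any 1 of the 8 libraries (0.0579 to 0.157), and Mertk without any 1 of 6 (0.0732 to 0.131), keeping it without non-phagocytic library 2 or Ax647-1. The T cell (median 0.50, camera adjusted p 2.92e-15), IFN-γ response (median 0.14, 5.92e-10) and efferocytosis and lipid efflux (median 0.11, 0.00391) lists were higher. The first and the last of these were not called with an estimated correlation (0.0791 and 0.0671), nor the last without scaling (median 0.04, 0.0952).

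**Figure D3:**
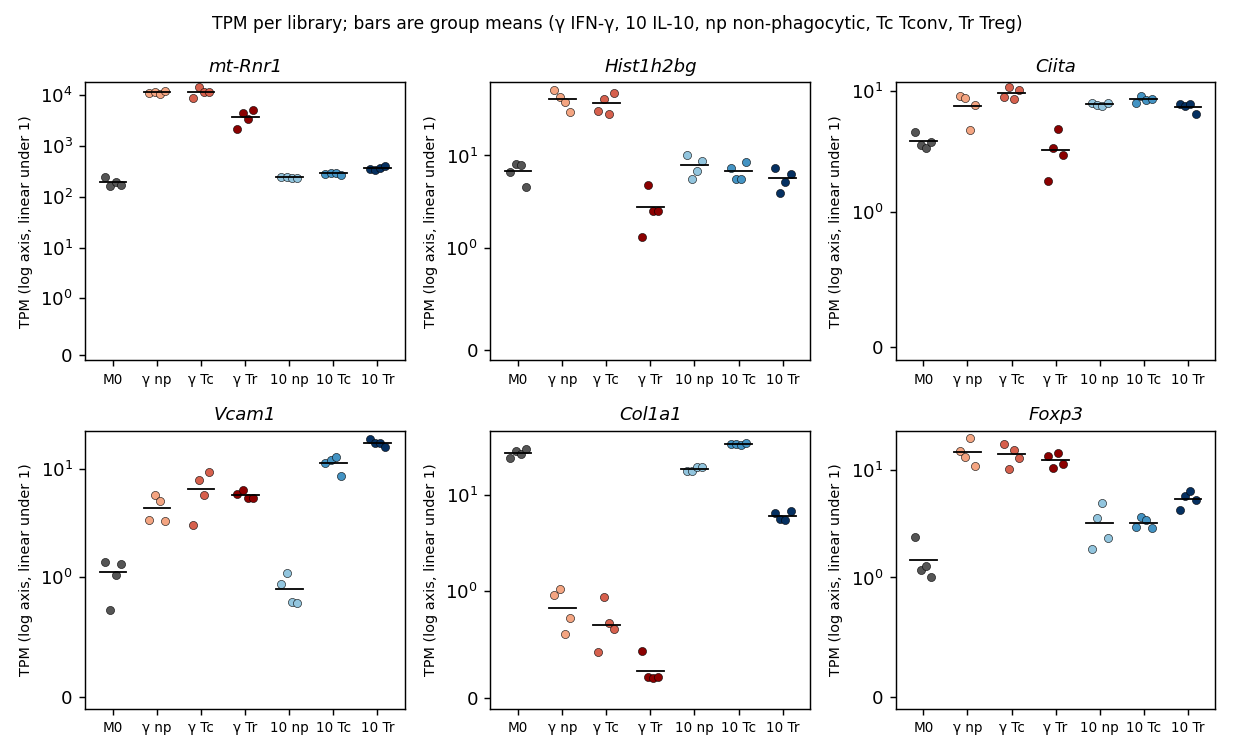
TPM of 6 genes in each library (log axis, linear under 1), with group means as bars. Hist1h2bg and Ciita are lowest in IFN-γ Treg-phagocytic libraries, Vcam1 is highest in IL-10 Treg-phagocytic libraries (mean 17.4 TPM), and mt-Rnr1 and Foxp3 are higher in every IFN-γ group than in the M0 and IL-10 groups.

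Non-phagocytic IFN-γ and IL-10 libraries, which set the cytokines against each other, differed in 7521 genes, 3699 higher under IFN-γ and 3822 lower (limma). Only the groups compared gave 7000 and variance weights gave 7232, and 49.2% of called genes were higher, with 3813 higher and 3658 lower under median-of-ratios scaling and 30.0% higher without scaling. The largest rises were in mt-Rnr1 (ENSMUSG00000064337, log2 5.83), Hspa1b (ENSMUSG00000090877, log2 5.57) and Gbp4 (ENSMUSG00000079363, log2 5.43), and the largest falls in Saa3 (ENSMUSG00000040026, log2 -4.45), F13a1 (ENSMUSG00000039109, log2 -3.87) and Acta2 (log2 -3.80), all with limma adjusted p of 1.21e-12 or less. The ribosomal RNA mt-Rnr1 was at 11300 ± 633 TPM under IFN-γ and 241 ± 6.31 TPM under IL-10 (SD, n = 4). The genes chosen in advance had 19 calls (19 adjusted over the list alone). Cxcl9 was higher (log2 3.59, limma adjusted p 3.13e-09), Socs3 lower (log2 -3.15, 2.91e-16) and Foxp3 higher (log2 2.18, 1.36e-09). The T cell list was higher, with all 25 genes called (median 2.56, camera adjusted p 2.92e-15). The IFN-γ response (median 1.35, 3e-12), type I interferon (median 1.58, 1.18e-09) and cell cycle (median 0.52, 0.00277) lists were higher and the alternative activation and IL-10 list was lower (median -1.02, 2.01e-07) by camera adjusted p.

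IFN-γ non-phagocytic libraries differed from M0 in 7675 genes, 3809 higher and 3866 lower (limma). The counts were 7232 with only the groups compared and 7465 with variance weights. Of called genes 49.6% were higher, 51.3% with median-of-ratios scaling and 31.9% without scaling. The largest rises were in mt-Rnr1 (log2 6.14), Gbp2 (log2 5.78) and Hspa1b (log2 5.66), and large falls were in Acta2 (log2 -4.41) and Ccn2 (log2 -3.83), all with limma adjusted p of 6.23e-14 or less. Calls among the genes chosen in advance numbered 18 (18 adjusted over the list alone), with H2-Ab1 (log2 2.07, limma adjusted p 3.46e-18), Ciita (log2 1.02, 1.76e-05) and Foxp3 (log2 2.89, 6.72e-12). The IFN-γ response (median 1.77, camera adjusted p 2.54e-15), T cell (median 2.79, 2.81e-13) and dendritic cell (median 1.48, 0.0152) lists were higher. The T cell list lost its call with an estimated correlation here (adjusted p 0.103) and against IL-10 (0.0791), as did the dendritic cell list (0.113), which also lost it with a filter of 5 TPM (0.237).

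IL-10 non-phagocytic libraries differed from M0 in 1808 genes, 1021 higher and 787 lower (limma). Only the groups compared gave 3627 and variance weights gave 4024. Saa3 (log2 7.73), Socs3 (log2 5.13) and Ppbp (log2 3.69) were highest, and Mmp12 (log2 -1.97), Gsta3 (log2 -1.96) and Gpx3 (log2 -1.88) were lowest, all with limma adjusted p of 1.67e-06 or less. Calls among the genes chosen in advance numbered 11 (12 adjusted over the list alone), with Il4ra (log2 2.39, limma adjusted p 2.67e-21) and Mrc1 (log2 0.73, 1.96e-10). Foxp3 was higher (log2 0.71, limma adjusted p 0.0195) with 2 of 4 libraries above all M0 libraries, a call lost with only the groups compared (adjusted p 0.068), with a pseudocount of 5 (0.143) and without M0 library 2, 3 or 4 or non-phagocytic library 2 or 3 (0.0541 to 0.118; 0.00132 to 0.143 over all its alternatives). The alternative activation and IL-10 list (median 0.88, camera adjusted p 8.24e-17) and the IFN-γ response list (median 0.36, 5.86e-08) were higher.

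Whether the effects of uptake differed between IFN-γ and IL-10 was tested as a difference of differences (limma). The Treg against Tconv effect differed in 2209 genes, 733 more positive and 1476 more negative under IFN-γ. The Treg against non-phagocytic effect differed in 1820 genes (455 and 1365), and the Tconv against non-phagocytic effect in 255 (38 and 217). With only the groups compared, the counts were 1781, 1299 and 233, and with variance weights 1799, 1261 and 167. The shares of more positive genes were 33.2%, 25.0% and 14.9%, against 44.8%, 39.3% and 14.2% with median-of-ratios scaling and 21.4%, 40.4% and 74.7% without scaling. The GC and length correction gave 1056 more positive and 1167 more negative genes for the first effect, 746 and 1032 for the second and 33 and 181 for the last. Among the genes chosen in advance, 5, 8 and 1 were called (5, 8 and 1 adjusted over the list alone).

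Across the 13631 genes, the Treg against Tconv log2 fold changes under IFN-γ and IL-10 had a Pearson r of 0.029 and a Spearman rho of 0.027. Genes are not independent replicates, and relabelling the IFN-γ libraries gave an r as large in 7 of 35 splits (exact permutation p 0.2, two-sided). Of the genes called in either comparison, 33 were called in both, against 32 by chance, of which 12 were higher in both, 12 lower in both and 9 opposite. Of the genes called for Treg-phagocytic against non-phagocytic libraries, 250 were called under both cytokines (160 by chance), of which 147 were higher in both, 39 lower in both and 64 opposite. For Tconv-phagocytic against non-phagocytic libraries 14 were called under both (2 by chance), of which 3 were higher in both, 0 lower in both and 11 opposite. These chance counts take every gene as equally likely to be called. In IFN-γ Treg against Tconv, however, 53.7% of genes of at least 50 TPM were called and 24.8% of the rest. An excess over chance therefore does not show a shared effect of uptake.

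Neither reading of the dye gave a called gene among 12918 genes tested (limma): 0 for the titles and 0 for the library names. At an unadjusted p under 0.05 there were 536 and 542 genes, where chance gives 646.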

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

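The tests of GC content and gene length on the number of called genes, of RNAs without poly(A) tails and of a weaker IFN-γ response in this part were chosen after the result they examine was seen, as were the variance weights and the fits without scaling.

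The effects of uptake differed between IFN-γ and IL-10, tested by a difference of differences (limma). The Treg against Tconv effect differed in 2209 genes, the Treg against non-phagocytic effect in 1820 and the Tconv against non-phagocytic effect in 255. For each of these, 1 of 100 splits of the libraries within a cytokine (the real one) gave as many genes, although the largest other split gave 2161, 1641 and 109. The median of the other splits was 0, 1 and 1. The 2161 and 1641 came from splits that left the IFN-γ groups whole (3 and 2 such, names kept or swapped) and mixed the IL-10 libraries alone. Splits that left the IL-10 groups whole and mixed the IFN-γ libraries gave at most 68 and 241. The splits that mixed both (92, 94 and 96 of them) gave at most 17, 19 and 12 genes. The first and second counts therefore rest mostly on the IFN-γ libraries.

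In the Treg against Tconv effect, large positive differences (IFN-γ minus IL-10, log2) were in Sparc (2.86) and Acta2 (2.26), where mean IFN-γ levels were 3.24 TPM or less. The change in Acta2 lay in IL-10 libraries. That in Sparc lay mostly there (5.99 ± 0.792 against 29.7 ± 3.32 TPM) and partly under IFN-γ (3.24 ± 1.76 against 1.55 ± 0.702 TPM; SD, n = 4). Negative differences were in Hist1h2bg (-3.10), AC119228.1 (-2.89), Ciita (-1.13) and Mertk (-0.76), and Igkv16-104 was at 5.72 TPM in IL-10 Treg-phagocytic libraries and listed at 0 in IL-10 Tconv-phagocytic and IFN-γ Treg-phagocytic ones. In the Treg against non-phagocytic effect, Fastkd3 (1.31) and Oxsm (1.30) were more positive under IFN-γ, and Hist1h2bg (-3.20), Gbp4 (-3.08), H2-Ab1 (-1.09) and Foxp3 (-0.91) more negative. Trav3-3 was at 6.29 TPM in IFN-γ Treg-phagocytic libraries and listed at 0 in IL-10 non-phagocytic ones, and Igkv15-103 was at 7.85 TPM in IL-10 Treg-phagocytic libraries and listed at 0 in the other 3 groups of that test. In the Tconv against non-phagocytic effect, Mmp12 (1.33), Rassf7 (1.16) and Unkl (1.12) were more positive and Rpl31-ps9 (-3.01), Sparc (-2.36), Vcam1 (-2.30) and H2-Ab1 (-0.72) more negative. The IFN-γ response list differed with medians of -0.54, -0.80 and -0.14 for the Treg against Tconv, Treg against non-phagocytic and Tconv against non-phagocytic effects (camera adjusted p 4.48e-10, 3.4e-18 and 8.25e-05). The third was not called with an estimated correlation (adjusted p 0.103). Foxp3 lost its call without any 1 of 9 of the 16 libraries (adjusted p 0.0525 to 0.096) and with variance weights (0.214), only the groups compared (0.071), no filter on low values (0.0896), a pseudocount of 5 (0.0518), median-of-ratios scaling (0.0513) and no scaling (0.0502; 0.0102 to 0.214 over all its alternatives), so it is not robust. Rpl31-ps9 lost it without any 1 of 9 of the 16 (0.0544 to 0.0968), with variance weights (0.0815), with no filter on low values (0.0848) and with a pseudocount of 0.1 (0.107; 0.0142 to 0.107 over all). Trav3-3 lost it without IL-10 Treg BV421-2 (0.0527), with only the groups compared (0.0692) and with a pseudocount of 0.1 (0.157; 0.00286 to 0.157 over all), and Ciita with BV421 libraries alone (0.121). Acta2 lost it with a pseudocount of 0.1 (0.107). Depth differs between the cytokines, so these differences are least secure for genes of low level.

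Most of the difference lay in the IFN-γ Treg-phagocytic libraries, where 4085 genes were called against Tconv-phagocytic ones. The real split was 1 of 35 to give as many, and the largest other gave 1606. Calls were not confined to genes of low level, since 53.7% of the 2421 genes of at least 50 TPM were called and 24.8% of the rest. Abundant genes are more easily called whatever the cause, so these shares do not settle the part of depth. A correction for GC content and length left 4320 called genes, of which 3550 were called before it, which argues against those trends as the whole cause. A smaller share of unspliced or nuclear RNA stays open: genes with an annotated intron-retaining transcript fell against genes without one, matched on level and length, by -0.08 on the log2 scale, more than in the other 34 of 35 splits. The same difference was 0.01 for IFN-γ Tconv-phagocytic against non-phagocytic libraries and 0.00 for IL-10 Treg- against Tconv-phagocytic ones. That difference is small beside the largest falls. Malat1 and Neat1, RNAs kept in the nucleus and named after their values were seen, were at 262 ± 23.7 against 770 ± 121 TPM and 302 ± 28.7 against 713 ± 111 TPM in IFN-γ Treg- against Tconv-phagocytic libraries, while Malat1 was at 414 ± 15.7 against 425 ± 11 TPM under IL-10 (SD, n = 4). RNAs without poly(A) tails had a median of 0.19 over 10 genes, with 0 called higher and 3 lower. Their share of TPM was 1.11% ± 0.281 in Treg-phagocytic and 2.33% ± 0.413 in Tconv-phagocytic libraries (SD, n = 4). The share of mitochondrial rRNA alone was 0.664% ± 0.226 and 1.95% ± 0.388 in the same groups (SD, n = 4). The 41 histone genes, many of whose RNAs lack such tails, had a median of -0.32, with 1 called higher and 9 lower. All called members of the first list and most called histone genes were lower, and the share of TPM fell, as a difference in poly(A) selection could give. The median of the first list was above 0, however. A difference in poly(A) selection thus cannot be told apart from a biological one for these libraries. An effect of the T cell taken up is the biological explanation that the design names, and it was not tested apart from these.

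The IFN-γ response genes were lower in IFN-γ Treg-phagocytic than Tconv-phagocytic libraries, with a median as large in 1 of 35 splits. Random lists matched on intron-retaining transcripts, length and level had a median of 0.06. The lowest of 10000 such lists was at -0.36, so none was as low as -0.51. The share from this test was 0.0001, the smallest it can give. This argues against unspliced RNA as the whole cause. After the GC and length correction the median was -0.42 (camera p 3.71e-12). A weaker response to IFN-γ in these libraries may be the source: across genes, the Treg against Tconv effect and the effect of IFN-γ in non-phagocytic libraries against M0 had a Pearson r of -0.274, the largest of 35 splits (the next was 0.243 in size). Spearman's rho was -0.221, and genes without intron-retaining transcripts gave -0.27. Of 1357 genes raised by IFN-γ by at least 1 on the log2 scale, 518 were called lower and 115 higher in Treg-phagocytic libraries, and of 607 genes lowered by IFN-γ, 90 were called higher and 25 lower. The effect of IFN-γ against M0 also holds co-culture, sorting and any difference in library preparation. The share of mitochondrial rRNA was 0.0532% in M0, 1.91% in IFN-γ non-phagocytic, 1.95% in IFN-γ Tconv-phagocytic and 0.664% in IFN-γ Treg-phagocytic libraries. A preparation effect partly absent from Treg-phagocytic libraries would also give a negative r and such counts. These results therefore cannot tell it from a weaker response. Whether uptake of Treg cells weakens the response, or macrophages with a weaker response take up more Treg cells, was not tested.

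In 10 of 200 groups of 4 values (5%, where chance gives about 5%), 1 library lay far from the other 3 by the ratio of its gap to the range of the group. Such a share fits chance. No library held more than 2 of the 10, which argues against 1 outlying library. IFN-γ Treg-phagocytic BV421-2 stood apart for Asb1 (ratio 0.895; 9.33 TPM against 4.17 to 4.71). IFN-γ non-phagocytic library 3 stood apart for Trav3-3 (ratio 1) and Ptk2 (ratio 0.841), and library 2 for Rps13-ps4 (ratio 1) and Ramp3 (ratio 0.987). IL-10 Tconv-phagocytic Ax647-2 stood apart for Igkv15-103 (ratio 1) and M0 library 4 for Gsta3 (ratio 0.943). IL-10 Treg-phagocytic Ax647-1 had fewer genes above 0 (ratio 0.92; 16942 against 17617 to 17676) and a lower scaling factor (ratio 0.856). IFN-γ non-phagocytic library 1 had a larger share of TPM in its 10 most abundant genes (ratio 0.884). No biological explanation was tested for these.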

How the results depend on the processing

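Median-of-ratios scaling, other filters, only the groups compared, the minimum fold change, blocks, dyes and leaving out libraries were planned before the data were examined. No scaling, the pseudocounts, variance weights and the GC and length correction, alone and with a block, were chosen afterwards. A second count-based tool that had been planned was not run, because the files hold no counts.

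The estimate of the spread moved the counts for IFN-γ and IL-10 in opposite directions. With only the groups compared, the counts for IFN-γ were 1574 (Treg against Tconv), 1053 (Treg against non-phagocytic) and 1 (Tconv against non-phagocytic), against 4085, 3512 and 122. For IL-10 they were 188, 1544 and 830, against 107, 620 and 241, and 3627 against M0, against 1808. Variance weights gave 1990, 1335 and 0 for IFN-γ, 360, 2008 and 1222 for IL-10, 4024 for IL-10 against M0 and 167 for the Tconv difference of differences, against 255. In simulated data they called 42 unchanged genes for IL-10 Treg against Tconv, the most of the 3 fits, so their IL-10 counts may be too high. The larger spread of the IFN-γ groups shows in their array weights of 0.335 to 0.46, against 1.629 to 2.188.

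With an absolute log2 fold change of at least 1, the counts were 591, 515 and 25 for IFN-γ, 52, 66 and 8 for IL-10, 1858 between the cytokines, 1964 and 233 against M0, and 519, 434 and 29 for the differences of differences, because fewer genes can pass. IL-10 Treg against Tconv changed further: 178 genes with no filter on low values, 56 with a filter of 5 TPM and 69 with a pseudocount of 0.1. Libraries of 1 dye gave 48 (BV421) and 43 (Ax647) for it, and 1106 and 1204 for its difference of differences, against 2209, with fewer libraries in the fit. For the other changes the cause was not tested.

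Leaving out 1 library gave 3426 to 4216, 3222 to 3491 and 67 to 318 genes for IFN-γ in the same order, 82 to 97, 449 to 493 and 156 to 172 for IL-10, 6968 to 7366 between the cytokines, 7085 to 7481 (IFN-γ) and 1523 to 1615 (IL-10) against M0, and 1890 to 2549, 1517 to 1999 and 182 to 355 for the differences of differences. IFN-γ Tconv against non-phagocytic moved by over 1.5 times without Tconv BV421-1 (318) or BV421-2 (67) and without non-phagocytic library 1 (193), 2 (202) or 3 (185). IL-10 Tconv against non-phagocytic did so without non-phagocytic library 1 (156) or 3 (160) or Tconv Ax647-2 (160).

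Direction reversed in 4 values that were not called or not robust. Foxp3 in IFN-γ Treg against Tconv was 0.01 with BV421 libraries alone and 0.05 without Tconv BV421-1, against -0.08 (lowest -0.21, without BV421-2). Without scaling, the Treg list there had a median of -0.05 against 0.02, and the lysosome list in IFN-γ Tconv against non-phagocytic libraries 0.01 against -0.04; the cause was not tested. With 1 library left out, named genes lost their call 69 times and kept direction and call 898 times. Among the 40 list results named in the text, an estimated correlation took away the call of 17 and fry of 2. Of all 74 camera calls, 28 held with an estimated correlation and 70 with fry. All other named genes and lists kept their direction under every alternative run.

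Replicate numbers did not pair the libraries. Correlations of deviations between same-numbered libraries ran from 0.027 to 0.05 for IFN-γ Treg and Tconv by library names, from -0.055 to 0.035 for IL-10, and from -0.132 to 0.168 over all pairings. With a replicate block by library names, Treg against Tconv gave 4199 (IFN-γ), 102 (IL-10) and 2287 (difference) genes, by titles 4197, 104 and 2330, and with the GC and length correction 4459, 92 and 2327. A replicate block by file number gave 3556 and 112 (IFN-γ), 602 and 233 (IL-10) and 1888 and 259 (differences) against non-phagocytic libraries, and a block by titles gave 7387, 7564 and 1736 for the cytokine comparisons. No count moved by over 1.5 times.

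The correlation of Treg against Tconv effects between the cytokines stayed at 0.027 to 0.033 (exact permutation p 0.171 to 0.514). The 0.033 and 0.171 came with median-of-ratios scaling, which was added afterwards for this result. The dye gave 0 genes under every alternative run. Depth limits IFN-γ libraries most, at 11.3% to 24.4% of the deepest library.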

Other observations

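The tests in this part were chosen after the result was seen, except those on splits, the test of depth on RNAs without poly(A) tails, the other stromal markers with their GC and length correction, and the shared controls. Each pattern is a hypothesis found in these data.

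The number of called genes was set against other splits of the same libraries. Splits treat the libraries of a group as independent, which the labels do not settle. In 1 of 35 splits (the real one) as many genes were called for IFN-γ Treg-phagocytic against non-phagocytic libraries (next 1205), IL-10 Treg against Tconv (next 1), IL-10 Treg and Tconv against non-phagocytic (next 0 and 1), IFN-γ against IL-10 (next 8) and IFN-γ and IL-10 against M0 (next 8 and 2). For IFN-γ Tconv against non-phagocytic libraries 3 of 35 splits gave as many as 122 genes, so that count is within what other splits give. For each reading of the dye, 100 of 100 splits gave as many as 0 genes, which any split must, so this says nothing about the dye.

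RNAs without poly(A) tails were higher in IFN-γ than IL-10 non-phagocytic libraries, with a median of 2.97 on the log2 scale over 10 of 18 listed genes and 8 called higher. They took 2.33% ± 0.109 of TPM in IFN-γ and 0.121% ± 0.00668 in IL-10 non-phagocytic libraries and 0.106% ± 0.0267 in M0 (SD, n = 4). The 5 members of at least 50 TPM had a median of 3.73, which argues against low depth. The labels name no library batch, and the groups of IFN-γ libraries had 1.11% to 2.33% on average, against 0.106% to 0.181% in the M0 and IL-10 groups. A difference in library preparation, which the lower depth and larger spread of the IFN-γ libraries would go with, cannot be told apart from the cytokine, because no IFN-γ library lies outside the shifted set. Comparisons between IFN-γ and the other libraries carry this limit, and so do the differences of differences where a library effect acts on a phagocytic group alone.

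T cell transcripts were higher in IFN-γ than IL-10 non-phagocytic libraries, with 25 of 25 listed genes called higher. Trac was at 64.5 ± 16.6 TPM in IFN-γ and 7.47 ± 1.2 TPM in IL-10 non-phagocytic libraries and 7.1 ± 4.64 TPM in M0 (SD, n = 4). A larger share of T cell RNA in IFN-γ libraries may be the source, from T cells, debris or uptake below the sorting limit, and which of these was not tested. The ratio of Foxp3 to Trac was 0.232 ± 0.0443 in IFN-γ and 0.46 ± 0.284 (0.219 to 0.851) in IL-10 non-phagocytic libraries and 0.225 ± 0.0496 in M0 (SD, n = 4). Foxp3 itself was at 14.8 ± 3.82 TPM in IFN-γ non-phagocytic libraries and 12.4 ± 1.78 TPM in IFN-γ Treg-phagocytic ones (SD, n = 4), so its level does not mark Treg uptake under IFN-γ.

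T cell transcripts were also higher in phagocytic than non-phagocytic IL-10 libraries, with a list median of 0.94 for Treg-phagocytic libraries that 1 of 35 splits matched. RNA of ingested T cells and T cells or their debris carried through the sort cannot be told apart, because either raises the list. If ingested Treg cells added RNA of their own kind to Treg-phagocytic libraries, the Treg list would rise more than the T cell list from Tconv- to Treg-phagocytic libraries. The difference was -0.03 (range -0.27 to 0.08 over 16 pairs of libraries, above 0 in 5), so no such excess was seen. Since Treg genes of low level are damped by the pseudocount and the RNA of the T cells themselves is not among the libraries, this leaves the question open.

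Some antigen receptor segments reached 1 TPM in the libraries of 1 group only. Of 518 variable segments, 3 (Ighv1-39, Ighv7-1 and Igkv15-103) had at least 1 TPM in all 4 IL-10 Treg-phagocytic libraries and in no other library. Ighv1-39 and Ighv7-1 were listed at 0 in all others, while Igkv15-103 was at 0.91 TPM in IL-10 Tconv-phagocytic Ax647-2, just below that limit. No other group had such a segment, and of 10000 sets of 4 libraries from different groups none had more than 1. A few B-lineage cells shared by these 4 libraries may be the source. Ighm was at 24.2 ± 1.19 TPM there against 11.8 ± 1.4 in IL-10 Tconv-phagocytic libraries, and Igkc at 29.6 ± 3.83 against 11.6 ± 3.11 TPM (SD, n = 4). Private segments in all 4 libraries would also follow if these came from 1 pool of cells, in which case they would not be independent replicates; the labels do not say how replicates were made. Ighm was higher still in the IFN-γ groups (36.7 to 39.9 TPM on average), where no segment was private to a group.

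Extracellular matrix genes were lower in IL-10 Treg-phagocytic than Tconv-phagocytic libraries. Of 46 further stromal markers, chosen to hold none of the genes seen, 20 were expressed here; their median log2 fold change was -0.65, 18 of 20 were lower and 4 were called, and 1 of 35 splits gave a median as large. After the GC and length correction the median was -0.63 (camera p 4.59e-22), which argues against those trends. Against non-phagocytic libraries the same markers had a median of 0.28 in Tconv-phagocytic libraries (2 of 20 lower, 1 called higher) and -0.26 in Treg-phagocytic ones (19 of 20 lower, 1 called), so the difference came from both sides. A share of stromal cells that differs between these groups may be the source. The labels do not say how replicates were made. If the libraries of a group came from 1 pool of cells, splits and p-values would measure spread between libraries and not between cultures. Of the 78 genes called lower, 65 had a mean in the IFN-γ groups under 1/5 of that in M0 (83.3%, against 1.4% of all genes tested). Col1a1 was at 6.09 ± 0.627 TPM in Treg-phagocytic, 34.0 ± 0.816 TPM in Tconv-phagocytic and 18.5 ± 1.04 TPM in non-phagocytic libraries (SD, n = 4). Lower expression by the macrophages themselves was not tested.

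The effects of Treg and Tconv uptake against the same non-phagocytic libraries share control libraries. Across genes, r was 0.57 under IL-10 and 0.313 under IFN-γ. In 100 simulations of unchanged groups that kept the correlation between genes, r ran from -0.019 to 0.894 (median 0.428) and from 0.016 to 0.896 (median 0.46), so shared controls could give correlations of this size and no shared effect of uptake can be read from them.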
